A study of Mus musculus with 12 samples. Its data were reported in "B cell-derived GABA elicits IL-10+ macrophages to limit anti-tumour immunity" (2021).

How the data were processed

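Tumour-associated macrophages (TAMs) were compared between mice given picrotoxin, an antagonist of the ionotropic GABA receptor, and mice given the solvent DMSO. Mice carried MC38 tumours, a mouse colon adenocarcinoma line, and 100 CD45-positive, CD11b-positive cells with high F4/80 were sorted from the tumour on day 7 after inoculation for each library. The labels named 6 DMSO libraries and 6 picrotoxin libraries, numbered 1 to 6 in each group. The methods of the study gave each library a mouse of its own, whereas its figure text gave fewer mice than libraries. The labels do not state which libraries would share a mouse, so all tests here treated libraries as independent, and the p-values would be too small if some were not.

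The authors deposited whole-number counts of molecules per gene symbol. Per the labels, RNA was fragmented by heat, copied with an oligo-dT primer that carried a molecular barcode, amplified and sequenced, so that a count stands for a barcode rather than a PCR read. Reads were mapped by the authors to mm10 with STAR, the annotation was refFlat, and the values are whole numbers with a different sum in each library. How reads that map to several places were handled, whether the counting used strand, and how barcode errors were corrected were not stated. Oligo-dT priming of fragmented RNA favours the 3′ end and stretches rich in A, and a read shared by near-identical copies can be counted for each of them. The table held 24781 rows, of which 10966 had no molecule in any library. It held 0 rows for the spike-in RNAs that the labels mention and 0 rows for genes of the mitochondrial genome, so neither entered any step. 26 rows carried a date in place of a gene symbol, 14 of these were tested, and none of them is named here.

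Library totals ran from 201697 to 309617 molecules, and a count of 0 in a library therefore allowed a share of up to 0.00149% (3 molecules) in the smallest library. Shares of a single library are given with Wilson intervals at the 95% level. Molecular barcodes remove PCR copies, but intervals and limits of this kind cover counting error only. Before averaging, each of the 30 pairs of libraries of the same group was compared by a chi-square test over the genes with at least 10 molecules in the pair. Chi-square per degree of freedom was between 1.23 and 3.15, so each pair differed by more than sampling noise and no library was counted as a copy of another. The test compares with counting noise only, so it does not show whether libraries share a mouse.

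Genes were tested when their mean normalised number of molecules over all libraries was above 1, which left 9580 genes. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalisation and Benjamini-Hochberg adjustment over all tested genes. The standard error of a log2 fold change was derived from it and the F statistic. The rule of the study, a two-sided Wald test in DESeq2 with an unadjusted p under 0.05 and a mean above 1, was run with DESeq2 1.42.0. Normalised numbers of molecules per library were counts divided by DESeq2 size factors. For 10 gene sets, the score of a library was the mean over members of log2 CPM (counts scaled to equal library size, TMM, prior count 2). Scores, totals and numbers of detected genes were compared by an exact two-sided permutation test over all 924 assignments of 6 of the 12 libraries, whose smallest p is 0.00216, and p-values of sets were adjusted over the 10 sets. The OXPHOS and TNF target lists were taken from names in the supplement of the study for other mice, and the other lists, marker lists included, came from general knowledge. These lists, the tests of the report and most alternatives were fixed before the data were examined, and a list of stress genes was written afterwards.

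Named genes followed a rule fixed beforehand. It took up to 6 genes in each direction by smallest p among those with an adjusted p under 0.05 in edgeR, a mean count of at least 10 and at least 5 of 6 picrotoxin libraries on the side of the change, filled up from genes with an unadjusted p under 0.05. It added 14 genes listed as named by the study, the sort markers, and up to 3 members of each set that passed. The main text of the study does not name all of these 14 as transcripts. The result of 1 of these genes is not reported here, although it is counted among the tests. Positions are those of GENCODE release 21 for mouse on GRCm38, the assembly also called mm10. That annotation differs from the one the authors counted with, and 9452 of the 9580 tested symbols matched it.

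The tests were tested on simulated data drawn from the means, dispersions and totals of these libraries. The 200 changed genes were picked among those with a mean count of at least 10. The recovery below therefore does not cover tested genes with fewer molecules. With edgeR, 62 of 63 genes changed by 2 on the log2 scale were recovered, 47 of 63 changed by 1, and 13 of 74 changed by 0.5, with 10 false calls among 9380 unchanged genes. DESeq2 recovered 60 of 63, 42 of 63 and 11 of 74 of the same genes and gave an unadjusted p under 0.05 for 2.43% of the unchanged genes, against 4.95% with edgeR. A shift of 0.15 in the ribosomal protein set of 78 members had an unadjusted p under 0.05 in 20 of 20 simulations. Genes were drawn independently of each other there, whereas members of a real set can vary together. The rate may therefore be too high for real sets, and it does not cover shifts smaller than 0.15.

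Alternatives covered the test (DESeq2, limma-voom with limma 3.58.1, camera, fry), the normalisation, the filter on low counts, the prior count, the replicate number as a block, and leaving out each library. Terms for replicate numbers 1 and 2 against 3 to 6 and for a score of matrix transcripts were added after seeing the data. BLAST 2.17.0 compared transcripts with each other for segments of at least 100 bases at 90% identity. R 4.3.3 and Python 3.11.15 were used.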

Results

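To ask how GABA type A receptor blockade alters the transcriptome of TAMs in wild-type mice, RNA was counted in 6 DMSO and 6 picrotoxin libraries of 100 sorted macrophages each. DMSO libraries held 253187 ± 34093 molecules (SD, n = 6) and picrotoxin libraries held 228208 ± 18795 (SD, n = 6). The totals did not differ beyond the spread between libraries (exact permutation test, two-sided, p = 0.156). Of these molecules, 10.1% ± 2.42 (SD, n = 6) in DMSO and 12.95% ± 1.32 (SD, n = 6) in picrotoxin libraries fell on a single row, the ribosomal RNA precursor Rn45s (exact permutation p = 0.0368). The number of genes with at least 1 molecule was 10400 ± 409 in DMSO and 9999 ± 139 in picrotoxin libraries (SD, n = 6; exact permutation p = 0.0455). The difference in detected genes was no longer past 0.05 once all libraries were drawn down to the smallest total (exact permutation p = 0.0628).

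**Figure D1:**
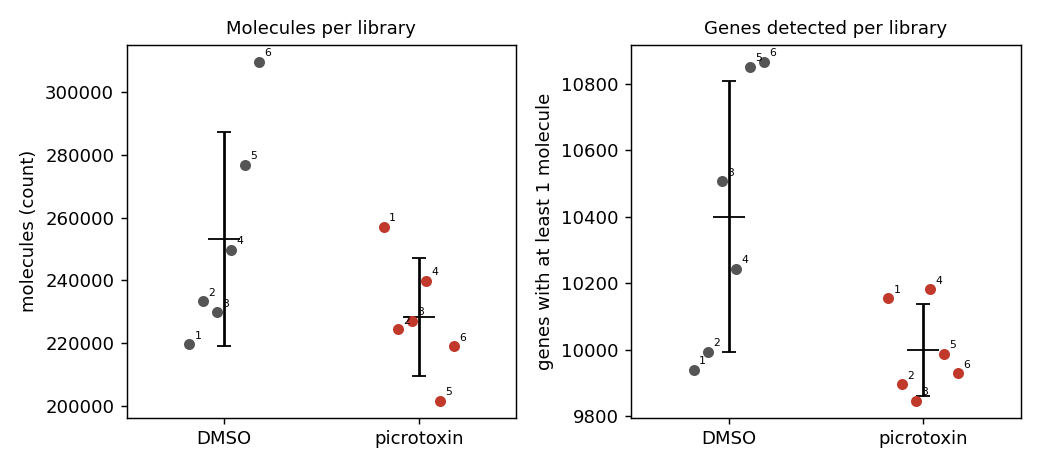
Molecules per library (left, count) and genes with at least 1 molecule (right, count) in DMSO and picrotoxin libraries, with each point a library labelled by its replicate number, horizontal bars the group mean and error bars the SD. Totals lie between 201697 and 309617, and no picrotoxin library lies above the DMSO mean for detected genes.

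Differential expression between picrotoxin and DMSO was then tested gene by gene. In edgeR, 5 of 9580 genes had a Benjamini-Hochberg adjusted p under 0.05, of which 3 were higher and 2 lower with picrotoxin. An unadjusted p under 0.05 was obtained for 744 genes, 350 higher and 394 lower, where 479 would be expected by chance. By the rule of the study in DESeq2, 366 genes passed, 170 higher and 196 lower, below the 479 that chance gives for a test with exact p-values. After adjustment in DESeq2, 2 genes remained under 0.05. The number of genes with an adjusted p under 0.05 rested on single libraries and ranged from 0 to 25 when each library was left out in turn, with 0 without DMSO replicate 5, where 607 genes had an unadjusted p under 0.05, and 25 without DMSO replicate 1. Keeping every gene with at least 1 count gave 81 genes, 14 higher and 67 lower. In place of the 366 genes of the rule of the study, the unadjusted edgeR test gave 744, a mean above 10 left 233, and a score of matrix transcripts as a covariate, chosen after seeing the data, left 174. Scaling by library totals alone kept the number near that of the rule, at 390 genes, but only 27.4% of them were higher, against 46.5% with median-of-ratios scaling.

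Of the genes with an adjusted p under 0.05, Gvin1 (chromosome 7, 106156556 to 106215326, minus strand, protein coding) rose from 56.4 ± 9.43 normalised molecules in DMSO to 87.5 ± 6.95 in picrotoxin libraries (SD, n = 6). Its log2 fold change was 0.65 with a standard error of 0.13, its adjusted p in edgeR was 0.0311, and 6 of 6 picrotoxin libraries lay above the DMSO mean. Gm4070 (chromosome 7, 105895139 to 105953967, minus strand, protein coding) had counts within 1 molecule of those of Gvin1 in every library. The transcripts of the pair share a segment of 9005 bases at 99.97% identity, so they stand for 1 measurement whose source is uncertain. Dennd5b (chromosome 6, 148988071 to 149101680, minus strand) fell from 28.5 ± 10.8 to 9.81 ± 6.90 normalised molecules (SD, n = 6), a log2 fold change of -1.56 with a standard error of 0.31 and an adjusted p of 0.0311 in edgeR. Mpv17l (chromosome 16, 13903161 to 13949619, plus strand) fell from 15.5 ± 6.31 to 5.06 ± 2.49 (SD, n = 6), a log2 fold change of -1.61 with a standard error of 0.32 and the same adjusted p in edgeR. Both were lower in 6 of 6 picrotoxin libraries. Segments of the Dennd5b and Mpv17l transcripts recur in transcripts of 310 and 271 other genes, and Dennd5b also overlaps 3 annotated genes on its own strand and 4 on the other, so their counts are uncertain. The adjusted p of Dennd5b was 0.13 and that of Mpv17l 0.162 in DESeq2. Hspa1b was the remaining gene, with 4 of 6 picrotoxin libraries above the DMSO mean, and was named outside the rule after its values were seen (log2 fold change 1.74, standard error 0.35, adjusted p 0.0311 in edgeR and 0.635 in DESeq2).

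**Figure D2:**
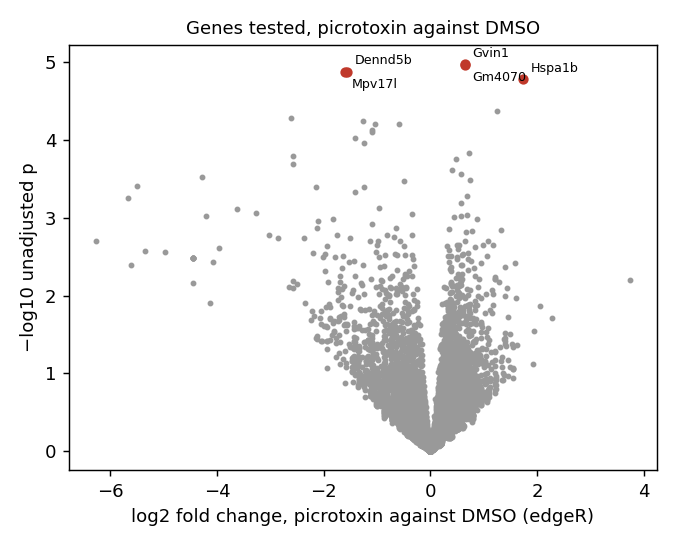
Log2 fold change of picrotoxin against DMSO (horizontal axis, edgeR) and −log10 of the unadjusted p (vertical axis) for the 9580 genes tested, with each point a gene and the genes with an adjusted p under 0.05 in red. The 5 named genes are 3 that were higher and 2 that were lower.

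As fewer than 6 genes passed in each direction, the list was filled by unadjusted p, and none of the added genes had an adjusted p under 0.05. Higher with picrotoxin in 6 of 6 libraries were Hspa1a (chromosome 17, 34969190 to 34972156; log2 fold change 1.25, standard error 0.27, adjusted p 0.0598 in edgeR), Lpxn (0.73), Lcp1 (0.48) and Rn45s (0.41). Hspa1a shares a segment of 2201 bases at 99.2% identity with Hspa1b. Lower in 6 of 6 libraries were Lrrc17 (chromosome 5, 21543559 to 21575904; log2 fold change -1.26, standard error 0.27, adjusted p 0.0598 in edgeR), Sub1 (-0.59), Snhg9 (-1.04) and Kif3a (-1.09). Lrrc17 ranged widely between DMSO libraries, at 695 ± 495 normalised molecules against 286 ± 75.5 with picrotoxin (SD, n = 6). Kif3a and Ccdc36 had counts within 9 molecules of each other in every library, and Lrrc17, Snhg9 and Lcp1 overlap genes on the opposite strand, Snhg9 also a gene on its own. Lcp1 and Sub1 share segments with 3 other genes each, so these counts are uncertain as well.

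The expression of the genes listed as named by the study was examined next. The main text of the study does not name Tnfrsf1b, Ifngr1 or Bcl2l11, and it names CD44 only as a stained protein. None of the 13 tested genes of this list had an adjusted p under 0.05 over all genes tested, and 0 did so adjusted over the list alone, whereas 3 had an unadjusted p under 0.05. These were Cd44 (log2 fold change 0.26, standard error 0.11, adjusted p 0.571 in edgeR), Tnfrsf1b (0.47, standard error 0.20, adjusted p 0.571) and Ccnd1 (-0.24, standard error 0.11, adjusted p 0.62). Il10ra, Folr2, Mki67, Myc, Mthfd2, Ifngr1, Il1b, Tnf and Bcl2l11 had log2 fold changes between -0.25 and 0.35 with adjusted p-values of at least 0.686 in edgeR. Il10 (chromosome 1, 131019845 to 131024974, plus strand) did not reach the mean of 1 and was counted in DMSO replicate 6 alone, at 2.93 normalised molecules, so a change in its transcript was not detectable at this depth. The sort markers Itgam, Adgre1 and Ptprc changed by 0.38, 0.19 and 0.09 on the log2 scale, with adjusted p-values of 0.408, 0.784 and 0.926 in edgeR. Itgam shares a segment of 3453 bases at 99.91% identity with another annotated gene, so its count is uncertain.

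Gene sets named for the themes of the study were compared by library score. For macrophages of picrotoxin-treated mice, the study named translation, cell cycle, mitochondria, IL-10 receptor targets, calcium signalling and IFNγ targets. Since these themes came from the same comparison, tests of them here are not independent support. Ribosomal protein transcripts were lower with picrotoxin, with a score of 10.25 ± 0.05 against 10.35 ± 0.06 in DMSO (SD, n = 6), a difference of -0.10 (exact permutation p = 0.00866, adjusted over 10 sets 0.0289). Amino acid biosynthesis transcripts were lower, at 6.23 ± 0.06 against 6.404 ± 0.068 (SD, n = 6), a difference of -0.17 (exact permutation p = 0.00649, adjusted 0.0289). Of its 47 tested members, 31 were lower. The list also holds enzymes of glycolysis, such as Pfkl (-0.64), Tpi1 (-0.32) and Eno1 (-0.32), so the score is not specific to amino acid synthesis. TNF target transcripts were higher, at 7.37 ± 0.05 against 7.24 ± 0.10 (SD, n = 6), a difference of 0.13 (exact permutation p = 0.00649, adjusted 0.0289). In each of the 3 sets, 6 of 6 picrotoxin libraries lay on the side of the change relative to the DMSO mean. Among all alternatives, the highest adjusted p was 0.382 for ribosomal proteins (camera with an estimated correlation between genes), 0.271 for amino acid biosynthesis (log2 of the summed share) and 0.171 for TNF targets (replicates 3 to 6 alone). All 3 held under fry and under camera with the preset correlation. When each library was left out in turn, the sign held in 12 of 12 fits for each set, and the adjusted p stayed under 0.05 in 4 fits for ribosomal proteins and in 6 for each of the others. Leaving out DMSO replicate 1, 3, 5 or 6 or picrotoxin replicate 4 or 6 left none of the 3 sets with an adjusted p under 0.05, the values without DMSO replicate 5 being 0.0794, 0.0541 and 0.0541. Leaving out picrotoxin replicate 1 or 5 had this effect for ribosomal proteins, at 0.0505 and 0.0649.

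**Figure D3:**
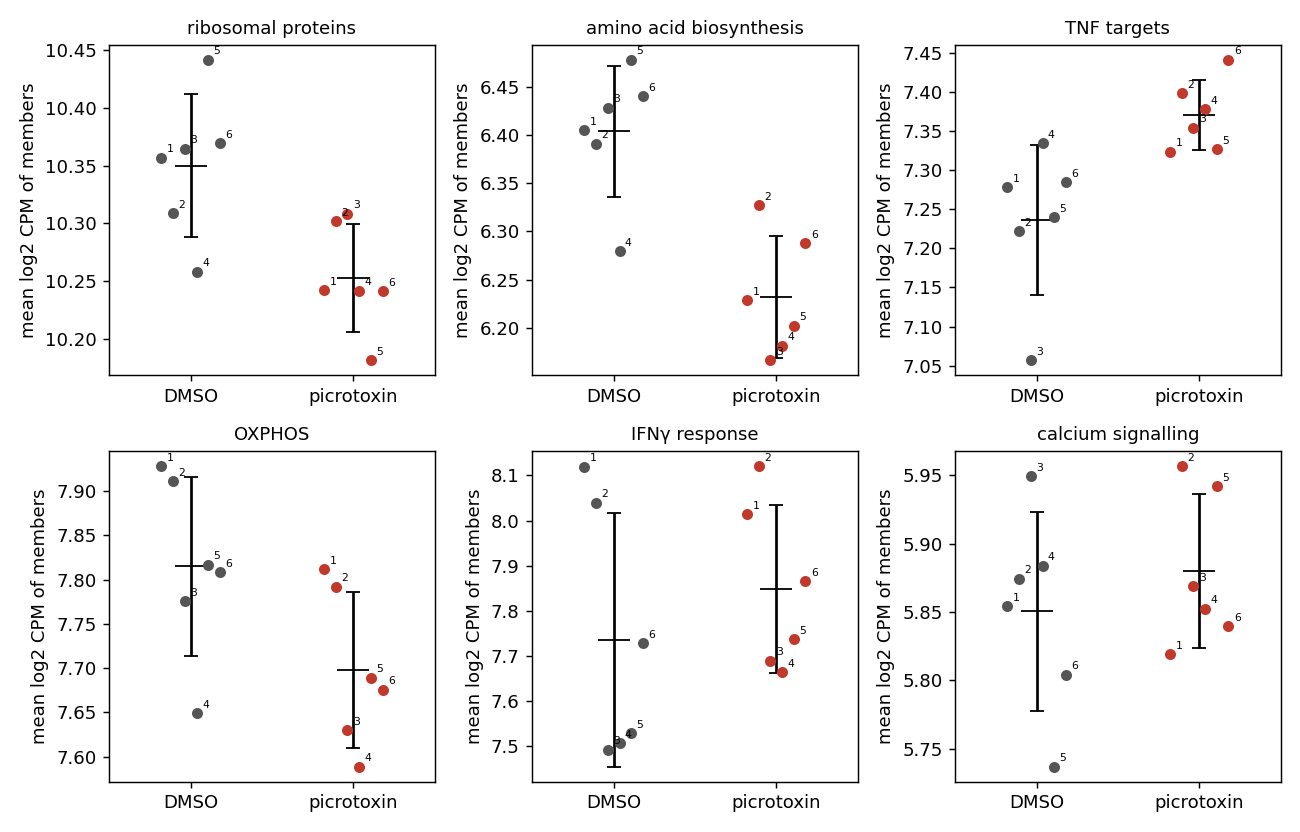
Score per library (mean log2 CPM of the members, vertical axes) for 6 gene sets in DMSO and picrotoxin libraries, with points labelled by replicate number, horizontal bars the mean and error bars the SD. Ribosomal protein and amino acid biosynthesis scores are lower in 6 of 6 picrotoxin libraries than the DMSO mean, TNF target scores are higher in 6 of 6, and IFNγ response scores are highest in replicates 1 and 2 of both groups.

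Among the members with the smallest p, Rpl37 (chromosome 15, 5116645 to 5119140), Rpl5 and Rpl28 changed by -0.34, -0.33 and -0.33 on the log2 scale. Asns (chromosome 6, 7675169 to 7693254), Phgdh and Psat1 changed by -1.42, -1.75 and -0.67. Asns and Phgdh had low mean counts of 5.92 and 7.58 molecules. Phgdh reached 20 and 34 molecules in DMSO replicates 3 and 6, against 1 to 10 in the other DMSO libraries. Sdc4 (chromosome 2, 164424247 to 164443887), Cybb and Atp2b1 rose by 0.58, 0.32 and 0.35. None of these genes had an adjusted p under 0.05 in edgeR, the lowest being 0.166 for Asns, and 3 members of the amino acid biosynthesis set passed adjusted over the list alone. Rpl37, Rpl5, Rpl28, Phgdh, Psat1 and Atp2b1 share segments with other annotated genes, so their counts are uncertain.

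The other 7 sets did not pass. OXPHOS transcripts changed by -0.12 in score and were below the DMSO mean in 6 of 6 libraries (exact permutation p = 0.0758, adjusted 0.189). The IFNγ response, the type I IFN response, the IL-10 response, calcium signalling, lysosome and cell cycle sets changed by 0.11, 0.03, 0.11, 0.03, 0.06 and -0.03, with adjusted p-values of 0.571, 0.866, 0.386, 0.571, 0.386 and 0.712 (exact permutation tests). Sets overlapped in part, with 9 genes shared by the IL-10 response and TNF target lists.

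The labels gave no batch, but libraries numbered 1 and 2 stood apart from 3 to 6 in both groups, as the plot of set scores shows for the IFNγ response. With assignments permuted within these strata, a choice made after seeing the data, the 3 sets kept adjusted p-values of 0.0357 each and OXPHOS reached 0.0357 as well. The IFNγ response, with a difference of 0.11, had a p of 0.0857 in this permutation test and an adjusted p of 0.171. Within replicates 3 to 6 alone, the differences were -0.11 for ribosomal proteins, -0.19 for amino acid biosynthesis, 0.15 for TNF targets and -0.11 for OXPHOS. The adjusted p was 0.171 for each of these 4 sets, in a design of 70 assignments whose smallest unadjusted p is 0.0286. The IFNγ response changed by 0.18 there, with the same adjusted p of 0.171. Replicates 1 and 2 alone were too few for the exact permutation test to reach 0.05. The stratum as a term in edgeR gave 27 genes with an adjusted p under 0.05, and replicates 3 to 6 alone gave 49, each including the 5 found over all libraries.

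Marker lists of cell types were read in the same libraries. Macrophage markers took 1.89% ± 0.25 of molecules in DMSO and 1.998% ± 0.107 in picrotoxin libraries (SD, n = 6; exact permutation p = 0.364). By the score used for the gene sets, they changed by 0.15 (exact permutation p = 0.0909), with 6 of 6 picrotoxin libraries above the DMSO mean. An equal macrophage content in the groups is therefore not shown. Itgam and Cd14 belong to both this list and the TNF targets. Fibroblast and matrix markers took 0.0874% ± 0.12 in DMSO and 0.0182% ± 0.0125 in picrotoxin libraries (SD, n = 6; exact permutation p = 0.152), and 10 of the 12 members tested passed adjusted over the list alone. Their share was 0.318% in DMSO replicate 5 (95% Wilson interval 0.297 to 0.339) and 0.117% in DMSO replicate 3 (0.103 to 0.131), against 0.0109% in DMSO replicate 1 (0.00734 to 0.0163). Neutrophil, dendritic cell, B cell and MC38 epithelial markers reached at most 13, 25, 3 and 21 molecules in any library. T and NK cell markers reached 24. GABA receptor and synthesis genes reached at most 6 molecules, a level at which no difference was detectable.

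**Figure D4:**
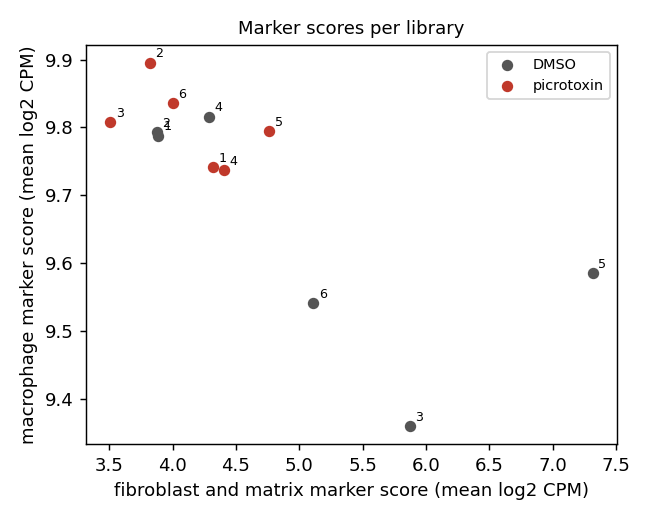
Fibroblast and matrix marker score (horizontal axis) and macrophage marker score (vertical axis), both the mean log2 CPM of list members, with each point a library labelled by replicate number and coloured by group. DMSO replicates 3 and 5 have the highest matrix scores.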

Values the study reported

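The study described an intraperitoneal dose of 40 μg picrotoxin per mouse, given 1 d before tumour inoculation and then every other day. Genes were called different at P < 0.05 when the average normalized number of molecules exceeded 1.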

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

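Among 117 tests for a library far from the other 5 of its group, 8 found one, where 5.9 are expected by chance. Of these 8 results, 7 are reported here. The test named in this part was chosen after the values were seen.

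In picrotoxin replicate 6, T and NK cell markers reached 24 molecules, against 0 to 2 in the other picrotoxin libraries. Of these, 20 were Gzmb. A lymphocyte among the sorted cells is a candidate source, and it would bring other transcripts of the list. The list without Gzmb held 4 molecules there, with 2 of Cd3d and 0 of Gzma and Nkg7, against at most 2 in any other library. With so few molecules a lymphocyte and Gzmb in a macrophage cannot be told apart, and no biological explanation was tested.

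Il10 was at 2.929 normalised molecules in DMSO replicate 6 and at 0 in the other DMSO libraries, which is near the floor. B cell markers were at 1 molecule in picrotoxin replicate 3 against 2 in each of the others of the group, a difference of 1 molecule. Itgam was lowest in picrotoxin replicate 1, at 152.1 against 177 to 191. Il10ra was lowest in DMSO replicate 5, at 18 against 25.6 to 28.8. The causes of these values were not tested.

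The IL-10 response score was lowest in DMSO replicate 3, at 6.762 against 7.10 to 7.22, in a library that also had a high matrix marker score. The cell cycle score was lowest in DMSO replicate 1, at 5.629 against 5.80 to 5.89. Their causes were not tested.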

How the results depend on the processing

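Of the 10 gene set results, 199 refits over the alternatives kept direction and side of the threshold, 36 lost the threshold, 5 gained it and 10 changed sign. The 13 tested genes of the study gave 0 adjusted over the list alone in each of the 19 alternatives. Total molecules kept direction and side of the threshold in all 4 alternatives. The difference in detected genes was -248.5 when drawn down to the smallest total and -193.4 when the ribosomal RNA row was also left out, neither past the threshold. Drawing down both evens the totals and lowers the number of molecules, and the cause was not tested. Spike-in totals were not run, since the table holds 0 spike-in rows. Terms for replicate numbers 1 and 2 against 3 to 6, for replicates 3 to 6 alone, for the matrix score and for the ribosomal RNA row were chosen after seeing the data.

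The number of genes with an adjusted p under 0.05 was 2 in DESeq2, 13 with library totals, 81 with no filter beyond 1 count, 27 with numbers 1 and 2 against 3 to 6 as a batch term, 49 in replicates 3 to 6 alone and 0 with the matrix score as a covariate, where 547 genes had an unadjusted p under 0.05. Across the 12 fits that each left out 1 library it ran from 0 to 25, and it was 0 without DMSO replicate 5 or 6 or without picrotoxin replicate 2, 3 or 4, where 607, 628, 694, 680 and 700 genes had an unadjusted p under 0.05. It was 1 without DMSO replicate 3 or picrotoxin replicate 1, 3 without picrotoxin replicate 5, 15 without DMSO replicate 4, 23 without DMSO replicate 2 and 25 without DMSO replicate 1. In every fit with more than 5 such genes, most were lower with picrotoxin. With no filter beyond 1 count 14 were higher and 67 lower, and in replicates 3 to 6 alone 16 and 33. Fits with 5 genes or fewer went both ways, with 4 higher and 1 lower in limma-voom. None of the 5 genes was called without DMSO replicate 3, 5 or 6 or picrotoxin replicate 2, 3 or 4. The rule of the study gave 744 genes with the unadjusted edgeR test, 233 with a mean above 10, from fewer genes tested, and 174 with the matrix score as a covariate. The cause was not tested for the other changes.

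Same-numbered libraries deviated together only weakly, with correlations from -0.0048 to 0.087 over 6 pairs, 0 of them above 0.1. Their mean was 0.0438 against -0.00881 for other pairs of DMSO and picrotoxin libraries, and the numbers are not taken as pairs. With the replicate block, edgeR gave 43 genes and DESeq2 by the rule of the study 101. The sign-flip test with the replicate block gave differences of -0.10 for ribosomal proteins, -0.17 for amino acid biosynthesis and 0.13 for TNF targets, each with an adjusted p of 0.0781. Their unadjusted p was 0.03125, the smallest that 64 sign changes can give. The adjusted value is therefore set by the size of the design and says nothing about stability. These 3 are among the 36 that lost the threshold. OXPHOS had a difference of -0.12 with the same p-values in the sign-flip test, which therefore does not separate it from the 3 sets.

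Under camera with the preset correlation, OXPHOS, the IL-10 response and the IFNγ response passed with adjusted p-values of 0.0233, 0.0161 and 0.00241. With an estimated correlation, ribosomal proteins, amino acid biosynthesis and TNF targets had 0.382, 0.156 and 0.156. Log2 of the summed share gave -0.11 for amino acid biosynthesis and 0.13 for TNF targets, neither past the threshold. Library totals gave 0.085 for TNF targets, no longer past it, and changed the sign of the type I IFN response to -0.018 and of calcium signalling to -0.012. Members with a mean above 10 gave -0.12 for amino acid biosynthesis, not past the threshold. With strata, OXPHOS at -0.12 passed. In replicates 3 to 6 alone, ribosomal proteins (-0.11), amino acid biosynthesis (-0.19) and TNF targets (0.15) were not past it in a smaller design. With the matrix score as a covariate, ribosomal proteins (-0.076), amino acid biosynthesis (-0.15) and TNF targets (0.11) were not past it, and the sign changed for the IFNγ response (-0.012) and the type I IFN response (-0.11).

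Across the fits that each left out 1 library, differences ran from -0.125 to -0.081 for ribosomal proteins, -0.20 to -0.16 for amino acid biosynthesis, 0.10 to 0.15 for TNF targets, -0.16 to -0.10 for OXPHOS, -0.061 to 0.104 for the type I IFN response and -0.067 to 0.0061 for the cell cycle. OXPHOS passed without DMSO replicate 4. The sign of the type I IFN response changed without DMSO replicate 3, 4 or 5 or picrotoxin replicate 1 or 5, and that of the cell cycle without picrotoxin replicate 4. The causes were not tested.

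Among single named genes, 603 refits kept direction and side of the threshold, 37 lost the threshold, 45 gained it and 18 changed sign. The signs that changed belonged to genes with small changes. In replicates 3 to 6 alone, Mki67 was at -0.040, Il1b at -0.0076 and Tnf at 0.090, and with the matrix score as a covariate Mthfd2 was at 0.064 and Ptprc at -0.084. Across fits that left out 1 library, Folr2 ran from -0.40 to 0.029 (sign changed without DMSO replicate 6), Mki67 from -0.025 to 0.17 (picrotoxin 1), Myc from -0.11 to 0.47 (DMSO 1, 2 or 5, picrotoxin 5 or 6) and Ifngr1 from -0.033 to 0.13 (DMSO 6, picrotoxin 5). Il1b ran from -0.035 to 0.22 (picrotoxin 1), Tnf from -0.28 to 0.0019 (DMSO 2), Bcl2l11 from -0.019 to 0.30 (picrotoxin 4) and Ptprc from -0.00020 to 0.18 (DMSO 5).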

Other observations

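All tests in this part except the splits of the libraries were chosen after the data had been seen, those of the covariate, the length, the ribosomal RNA and the repeats before their own result was known. For the splits, what a chance result would look like had been written the wrong way round and was corrected after the values were seen.

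Other splits of the 12 libraries into 6 and 6 were fitted for both counts of genes. Of 100 splits, the real one included, 7 gave at least 5 genes with an adjusted p under 0.05 in edgeR. For the rule of the study, 2 of 50 splits gave at least 366 genes, the real one included. The median split gave 151.5 genes and the highest 375, so the number exceeded most groupings although it lay below the 479 expected from exact p-values. The other splits that reached these numbers all divided the libraries numbered 1 and 2 unevenly between their sides, so they also carry the difference of those libraries from 3 to 6. Among splits with 2 such libraries on each side, as in the real one, a comparison chosen after the values were seen, 1 of 42 reached 5 genes and 1 of 22 reached 366, in each case the real one. The next highest of these gave 3 and 241 genes.

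Matrix transcripts were higher in some DMSO libraries. RNA from cells other than macrophages may be a source, in which case the macrophage marker score would fall as the matrix score rises. With both scores centred within groups, a test added after those within each group, Pearson's r was -0.67 (permutation p = 0.0871) and Spearman's rho -0.657 (permutation p = 0.0371). Within DMSO libraries alone r was -0.685 (exact permutation p = 0.136, adjusted over the 2 groups 0.272) with a rho of -0.657 (exact permutation p = 0.175). Within picrotoxin libraries r was -0.529 (exact permutation p = 0.286, adjusted 0.286) with the same rho and p. Without the 2 libraries farthest from the median, r was -0.91 in DMSO, -0.993 in picrotoxin and -0.82 with centred scores. The direction was the same throughout, but 6 libraries per group leave a mixed sample and a change within macrophages open. Fibroblasts as that source were tested by type I collagen outside DMSO replicate 5. In that test, whose wording was changed once the values were known, Col1a1 and Col1a2 gave 0.145 molecules per molecule of Col3a1 in the other 5 DMSO libraries, against 1.29 in DMSO replicate 5. The ratio in fibroblasts was not measured here, so fibroblasts and other sources of matrix transcripts cannot be told apart in those 5 libraries. The MC38 list, made of epithelial genes, stayed at 21 molecules or fewer, and a tumour cell without these genes would not be seen with it.

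The 3 sets that passed were fitted again with the matrix score as a covariate. The difference in ribosomal proteins changed from -0.10 to -0.08 with an adjusted p of 0.1597 (permutation test), that in amino acid biosynthesis from -0.17 to -0.15 with 0.09599, and that in TNF targets from 0.13 to 0.11 with 0.1597. The unadjusted p-values were 0.0479, 0.0096 and 0.0417. Most of each difference stayed, but the covariate is partly confounded with the groups, so RNA from other cells and an effect of picrotoxin cannot be told apart for these sets.

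For ribosomal proteins, the ribosomal RNA row does not account for the difference, since the adjusted p without it was 0.02886. Transcript length was also weighed. Other genes matched on length and level changed by 0.03 (exact permutation p = 0.528), and the ribosomal score relative to them changed by -0.13 (exact permutation p = 0.06494). Over 9182 other genes, length and log2 fold change had a Spearman correlation of 0.0969, so shorter genes tended to be lower. These values leave a bias by length open. For TNF targets, stress of the cells in handling would raise stress genes outside the set as well. TNF targets rose more than these 22 genes, by 0.20 (exact permutation p = 0.0281), and this comparison replaced a first test of the stress genes themselves, which changed by -0.06 outside the set (exact permutation p = 0.284) and by 0.00889 over all 34 listed (exact permutation p = 0.81). The comparison left out the 12 listed stress genes that are also TNF targets, and TNF targets were not tested without them. The values argue only against stress that would raise the 22 genes as well. Handling stress that acts through the 12 shared genes remains open. For the heat shock genes Hspa1a and Hspa1b, 12 other heat shock proteins and cochaperones changed by -0.00282, with an upper 95% limit of 0.23. How far these genes would rise beside Hspa1a and Hspa1b was not measured here, so stress in handling and other causes cannot be told apart for that pair. An effect of picrotoxin remains an untested alternative for both patterns.

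Gvin1 and Gm4070 differed by at most 1 molecule in any library, as reads shared between near-identical copies would give, so the pair is a single observation. Their joint change may come from either copy. Sequence repeats could also move counts of genes lower with picrotoxin, as in Dennd5b and Mpv17l. Of 191 such genes under the rule of the study, 10.5% held segments of at least 100 bases found in at least 50 other genes, against 8.55% of 573 matched genes (Fisher's exact p = 0.466). Among genes higher with picrotoxin the share was 5.95% against 12.3% of matched genes (Fisher's exact p = 0.021). Shared repeats and a change of the genes themselves cannot be told apart for the lower genes, since 20 with such segments are too few to show a small excess.

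In both groups, libraries numbered 1 and 2 deviated together from 3 to 6. Among 225 pairs of splits of the DMSO and picrotoxin libraries into 2 and 4, the pair that takes numbers 1 and 2 in both groups ranked 1, with a correlation across genes of 0.159 against 0.138 for the next. Genes are not independent replicates, and 15 of the 225 pairs take equal numbers. A batch that follows the replicate number is a candidate explanation, and tumour growth cannot be told apart from it because the labels give no batch. Mice shared within a group remain possible. Each mouse had 1 treatment, however, so sharing alone would not make the 2 groups deviate alike.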
